A study of Mus musculus with 11 samples. Its data were reported in "Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors" (2021).

How the data were processed

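RNA was measured in hindlimb (HL) buds of E10 mouse embryos, each library holding both HLs of 1 embryo. The labels give 5 WT embryos and 6 embryos with Meis1 and Meis2 knockout (M1KO;M2KO, written KO for single libraries). Libraries fell into 2 preparation sets, NuGen Ovation (2 WT and 3 KO, sequenced on an Illumina Genome Analyzer) and NEBNext Ultra II Directional (3 WT and 3 KO). In the Ovation set both WT embryos were female and from litter 1, and the KO embryos were male, from litters 1, 3 and 4. Libraries are named by group and by the number in their titles, as S_252 for the Ovation set. 1 of these WT embryos, WT S_254, carried 1 mutant Meis1 allele and was grouped with WT as its label states. The labels of the NEBNext KO embryos also name HoxB6CreER. In the paper the Meis2 allele is conditional, and Meis1 is either conditional or deleted throughout. HoxB6CreER, induced with tamoxifen, acts there in the lateral plate that forms the HL. A KO label therefore need not mean loss of both genes in every cell of the sample.

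Per the labels, bases of the Ovation set were called with CASAVA 1.8.2, adaptors were removed with cutadapt 1.3, and expected counts per gene were estimated with RSEM 1.2.3 on the GRCm38 build. For the NEBNext set bcl2fastq, cutadapt, RSEM and limma were named without versions. The authors then scaled the counts by TMM, removed the difference between batches with ComBat and deposited CPM, read counts scaled to a common library total, on a linear scale. The deposited table held 13720 genes in 11 libraries, with no value at 0. Its CPM summed to between 754534 and 805762 per library, which is 75.5% to 80.6% of a full CPM total. Read totals were not given and cannot be recovered from corrected CPM, so the depth per library is unknown and no counting interval is given. The batch correction was visible in the values, since the mean log2 levels of both sets lay within 0.1 of each other for 96.5% of genes. Whether ComBat was told the genotypes is not stated, and residual variance after such a correction can be understated.

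Gene positions and lengths came from GENCODE M21, which matched 99.9% of the genes by identifier. Log2(CPM + 0.5) values were fitted in limma 3.58.1 (R 4.3.3) with genotype and library set as terms and a mean-variance trend, with 8 residual degrees of freedom. Genes at 1 CPM or more in at least 4 libraries were kept, which left 12996 genes and removed 724. All tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. Fold changes (FC) are fitted values of KO over WT, or of WT over KO where a gene was lower, and include the pseudocount. The same model without the set term was fitted within each set, and a model with an interaction of genotype and set tested whether the sets differed. Tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

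A total of 37 gene lists, with 411 distinct measured genes, were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. Most arbitrary splits of the libraries, given below, also passed some lists at the preset correlation, so such a pass alone is weak evidence. They covered apical ectodermal ridge (AER), FGF, WNT, BMP, Hedgehog and retinoic acid genes, proximal, distal, anterior, posterior and HL initiation genes, the 4 Hox clusters, TALE factors, heparan sulfate synthesis, Eph receptors, chondrogenic, cell cycle, p53, stress, hypoxia and housekeeping genes, genes named in the study's text, and markers of ectoderm, muscle precursors, neurons, neural crest, endothelium, erythroid and other blood cells, intermediate mesoderm, somites, endoderm and flank. The lists, the models, the thresholds and the rule for named genes were fixed before the data were examined. That rule took the targeted genes, the genes named in the study's text, the 10 largest increases and the 10 largest decreases with the same direction in both sets, up to 4 members of each list with the smallest p, and the genes behind a count of 5 or fewer. A list of platelet genes was written later, after the values of Pf4 and Ppbp had been seen, and Thbs1 is named from it. Some genes that the rule takes are not reported here.

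The models were tested on simulated data with the observed group sizes and 12996 genes. Values were drawn independently for each gene with the fitted spread, equal in both sets, without a set difference or batch correction. The recovery rates therefore hold only under these assumptions. The full model recovered 28.3% of genes given a log2 change of 0.5, 76.1% at 1 and 97.7% at 2, with 10 false calls among 159. At a log2 change of 1 the Ovation set alone recovered 35.2% and the NEBNext set alone 63.3%. Alternatives included other pseudocounts, filters, scalings and variance models, blocks of replicate numbers, litter 1 alone in the Ovation set, and leaving out each library. A sex term, a GC and length correction and the model without the set term at an adjusted p of 0.005 were added after seeing the data. Embryo sex in the NEBNext set, which the labels do not give, was read from Xist and 4 Y-linked genes for that alternative, and the same genes matched all 5 labelled sexes. Shh was not among the tested genes and was not analysed here.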

Results

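Transcript levels were compared between HL buds of 5 WT and 6 M1KO;M2KO embryos at E10, the stage of early bud outgrowth. Deposited CPM values covered 11 libraries, in which 12996 genes were tested. Correlations across genes between any pair of libraries lay between 0.960 and 0.983, with genes not being independent replicates. The first principal component held 19.3% of the variance and placed every WT library on one side and every KO library on the other. The second component held 16.5% and set WT 3 apart from the rest.

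The first question was how the targeted genes themselves read in each group. Meis1 (chromosome 11, 18879817 to 19018985) and Meis2 (chromosome 2, 115863064 to 116065839), TALE homeodomain factors, did not pass the test for a change. Meis1 was at 125 ± 17.3 CPM in WT (SD, n = 5) and 134 ± 19.3 CPM in KO (SD, n = 6), a log2 FC of 0.10 with a limma adjusted p of 0.755. Meis2 was at 216 ± 25.1 CPM in WT and 228 ± 35.8 CPM in KO, a log2 FC of 0.07 with an adjusted p of 0.864. Its log2 FC was 0.39 in the Ovation set and -0.19 in the NEBNext set, a difference with an adjusted p of 0.182. In the paper the Meis2 deletion removes exon 3, and immunofluorescence finds no wild-type Meis protein where the Cre had acted. Values per gene do not show which exons the reads came from, so they neither show nor exclude this deletion. In the annotated transcript Meis2-201, for example, exon 3 spans 142 bases, 5.0% of the transcript.

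The main comparison asked which genes depend on Meis1 and Meis2 in the early HL bud. In M1KO;M2KO buds 272 genes changed, 135 higher and 137 lower. Col14a1, a fibril-associated collagen, fell from 33.4 ± 9.61 to 3.82 ± 2.77 CPM (log2 FC -3.16, adjusted p = 0.00193), and Fgf8, the main FGF ligand of the AER, fell from 8.01 ± 4.16 to 0.794 ± 0.929 CPM (log2 FC -2.81, adjusted p = 0.00635). Lrrn3, a leucine-rich repeat membrane protein, rose from 6.07 ± 2.64 to 38.9 ± 16.1 CPM (log2 FC 2.55, adjusted p = 0.00275), and Epha3, an Eph receptor, rose 3.53-fold. For Col14a1, Lrrn3 and Epha3 every KO library lay beyond every WT library, and for Fgf8 this held for 5 of 6 KO libraries. These errors are SDs over 5 WT and 6 KO libraries, as are those that follow.

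Among the changed genes the median size was 1.68-fold, with 33 at least 2-fold higher and 46 at least 2-fold lower. In 212 genes, or 77.9%, the groups did not overlap. Selection on the same groups favours this, so the 0.433% that chance gives for an unselected gene is no test of it. Among changed genes with a named symbol, the 10 largest increases included Lrrn3, Epha3, Parm1, Spp1, Esr1, Slitrk2, Arhgap20, Gfra3 and Sulf1. Parm1 rose 3.42-fold, and Sulf1, a heparan sulfate 6-O-endosulfatase, rose 2.72-fold. The 10 largest decreases were Rpl27-ps3, Col14a1, Fgf8, Rps15a-ps7, Ppbp, Pf4, Rspo2, Snap91, Srms and En1. Of these, Rpl27-ps3 and Rps15a-ps7 are annotated pseudogenes of ribosomal protein genes, for which the assignment of reads was not examined. The count was 124 without WT S_252, 127 without WT S_254, 168 without KO S_284, 106 without KO 2 and 102 with litter 1 alone in the Ovation set. At an adjusted p of 0.005 it was 15. Without 1 library the call was lost in 8 of 11 fits for Slitrk2, 4 for Esr1, 2 each for Spp1 and Rps15a-ps7 and 1 for Srms (without WT S_252) and Pf4 (without WT S_254), with adjusted p up to 0.119, and that of Rpl27-ps3 was lost with a robust variance (adjusted p = 0.0522).

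**Figure D1:**
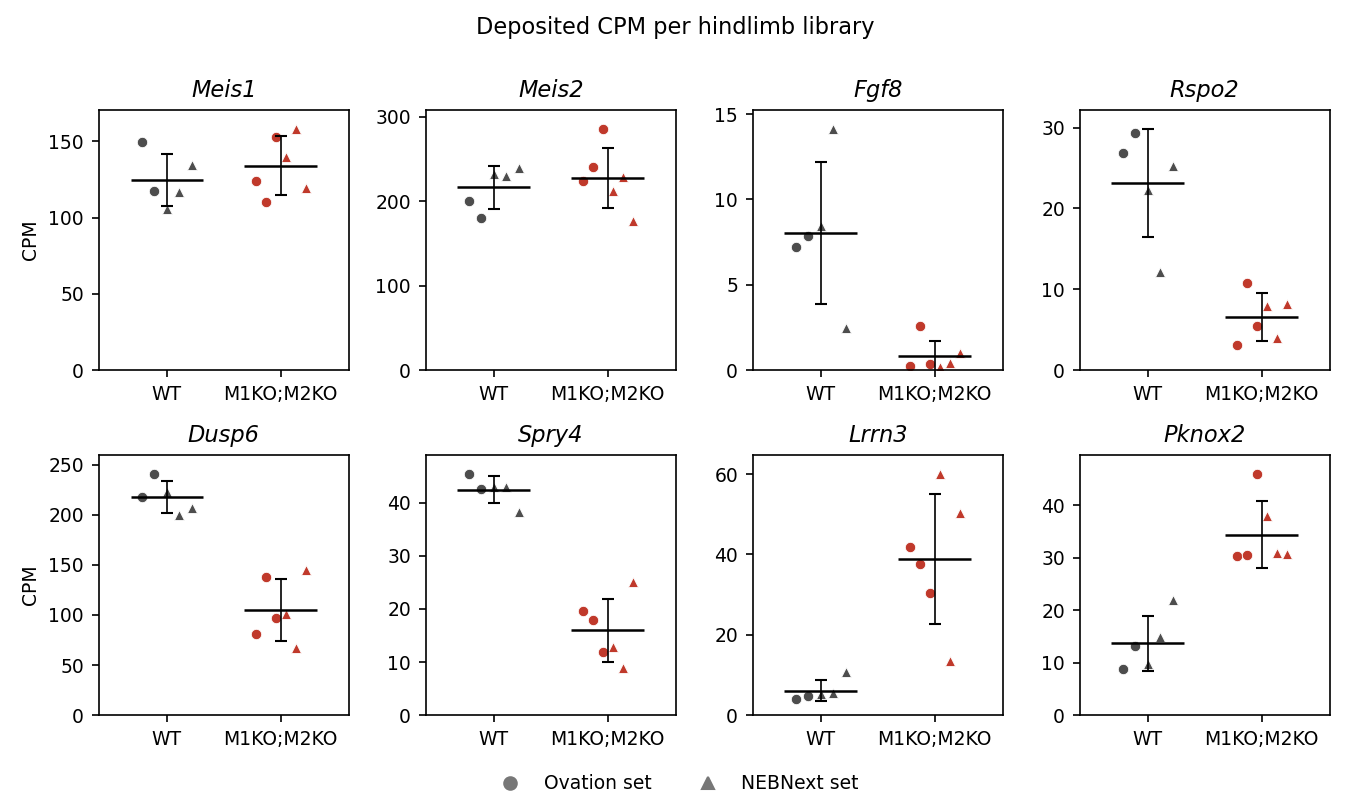
Deposited CPM (vertical axes, linear, from 0) of 8 genes in each library of the WT and M1KO;M2KO groups, with circles for the Ovation set and triangles for the NEBNext set, bars for the group means and whiskers for 1 SD, which are clipped at 0. Meis1 and Meis2 overlap between the groups, whereas all KO libraries lie below all WT libraries for Rspo2, Dusp6 and Spry4 and above them for Lrrn3 and Pknox2.

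Genes of the AER, the ectodermal signalling centre of the bud, fell as a group. Of 17 measured members 6 fell, none rose and 11 did not pass, with a median log2 FC of -0.60. Beside Fgf8, Rspo2, a secreted WNT agonist, fell 3.51-fold from 23.2 ± 6.66 to 6.57 ± 2.93 CPM, En1, a ventral ectoderm homeobox gene, fell 2.97-fold, and Dlx5, a homeobox gene of the ridge, fell 2.31-fold. The list test gave an adjusted p of 2.4e-10, and an adjusted p of 0.0351 with an estimated correlation, the one list to pass both. Surface ectoderm markers did not pass (0 of 20 changed, median log2 FC -0.08, adjusted p = 0.311), but passed as lower without KO S_258 (adjusted p = 0.0210) and without KO 3 (0.0383). Dlx5 lost its call without WT S_254 (adjusted p = 0.0660) and without KO 2.

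Genes that respond to FGF signalling through ERK also passed the list test as lower, but not with an estimated correlation (adjusted p = 0.0738). Of 17 members 8 fell and none rose, with a median log2 FC of -0.86. Spry4 and Spry1, feedback inhibitors of receptor tyrosine kinase signalling, fell 2.77-fold and 2.36-fold. Dusp6, an ERK phosphatase, fell from 217 ± 15.8 to 105 ± 30.7 CPM (adjusted p = 0.00592), and Lhx2, a LIM homeobox factor of the distal bud, fell from 56.2 ± 9.53 to 24.1 ± 6.01 CPM (adjusted p = 0.00275). All 6 KO libraries lay below all 5 WT libraries for each of these genes. At the preset correlation the FGF response list gave an adjusted p of 2.63e-12.

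WNT response genes moved both ways, with 12 of 17 members below 0, 5 above and a median log2 FC of -0.18. Over all genes 3 fell, 1 rose and 13 did not pass. Adjusted over the list alone, 7 were lower and 3 higher, the latter being Axin2, Tcf7l1 and Tcf7l2. Axin2 was at 51.8 to 58.3 CPM in WT and 57.0 to 83.5 CPM in KO. Tcf7, a WNT-responsive transcription factor, fell 1.75-fold, Apcdd1 and Dkk1, secreted or membrane WNT inhibitors, fell 1.55-fold and 2.47-fold, and Tcf7l2 rose 1.40-fold. The list had an adjusted p of 0.0122 (adjusted p = 0.0889 with an estimated correlation). Among BMP ligands and responders Bmp7 and Msx1 each fell 1.62-fold, 2 of 14 members, and the list had a median log2 FC of -0.09 with an adjusted p of 0.0188 (adjusted p = 0.252 with an estimated correlation). Hedgehog-activated genes had a median log2 FC of 0.38 with 0 of 9 members called. Gli1 had a log2 FC of 0.81 with an adjusted p of 0.0927, and passed without KO 3 (0.0168) and without WT 3. That list passed as a whole (adjusted p = 0.00729, and adjusted p = 0.336 with an estimated correlation), and Hedgehog-repressed genes did not (adjusted p = 0.311). The median of the Hedgehog-activated list was 1.13 in the Ovation set, where sex and genotype coincide, and 0.12 in the NEBNext set (adjusted p = 0.551), and its adjusted p was 0.149 with fry. Without 1 library, the call of Dkk1 was lost in 9 of 11 fits and that of Tcf7l2 in 9, with adjusted p up to 0.144 (without WT S_254) and 0.149 (without WT S_252), Apcdd1 was lost without WT S_254 (adjusted p = 0.0654) and without KO 2, and the BMP list was lost without WT 4 (adjusted p = 0.148) and with the GC and length correction (0.0517). The Hedgehog list was lost with a filter of 5 CPM (adjusted p = 0.133).

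Along the PD axis, distal bud genes moved both ways, 4 of 22 falling and 2 rising, with a median log2 FC of -0.11. Cyp26b1, a retinoic acid-degrading enzyme, fell 2.45-fold, and Msx1 and Lhx2 fell as given above, while Tfap2b and Pknox2 rose. The list test gave an adjusted p of 0.0253, an adjusted p of 0.235 with an estimated correlation, 0.195 without KO 3 and 0.0562 with the GC and length correction. Proximal genes did not pass as a list (1 of 17 rose, 2 fell, adjusted p = 0.194), and Tbx15, a T-box factor of the proximal mesenchyme, fell 1.94-fold. Along the AP axis, the posterior list (1 of 15 rose, adjusted p = 0.194) and the anterior list (1 of 10 fell, adjusted p = 0.451) did not pass. Tbx2, in the posterior list, rose 1.81-fold. HL initiation genes did not pass either (1 of 13 rose, adjusted p = 0.527). Without KO 3 the posterior list passed with an adjusted p of 0.000144 and the proximal list with 0.0478. Tbx15 lost its call in 9 of 11 fits without 1 library, with an adjusted p of up to 0.125 without WT S_252, and Tbx2 lost its call without WT S_252 and without KO 2 (adjusted p = 0.0560).

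TALE factors, with Meis1 and Meis2 counted among them, passed the list test as higher, 3 of 15 members rising and 1 falling, with a median log2 FC of 0.19. Pknox2 rose from 13.7 ± 5.26 to 34.4 ± 6.37 CPM (adjusted p = 0.00592), Pbx3 rose 1.51-fold, and Pknox1 fell 1.37-fold. The list test gave an adjusted p of 0.00408, and an adjusted p of 0.235 with an estimated correlation. Hoxa genes passed the list test as higher, with 2 of 11 members rising (Hoxa3 1.43-fold, for example) and a median log2 FC of 0.28. That test gave an adjusted p of 0.00729 (adjusted p = 0.220 with an estimated correlation, and 0.0744 with litter 1 alone in the Ovation set). Hoxc genes, with a median log2 FC of 0.28 and 0 of 7 members called, had an adjusted p of 0.0122 (adjusted p = 0.355 with an estimated correlation, and 0.149 with fry). Hoxb genes (0 of 9, adjusted p = 0.0845) and Hoxd genes (0 of 8, adjusted p = 0.620) did not pass. Both passed without certain libraries, Hoxb with an adjusted p of 0.0248 without KO S_280 and also without KO 2, and Hoxd with 0.0383 without KO 3. Leaving out 1 library took the calls of Pbx3, Pknox1 and Hoxa3 in 6, 9 and 7 of 11 fits, with adjusted p up to 0.0785 (without KO 2), 0.105 and 0.0992 (both without WT S_254).

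Of 9 genes named in the study's text, 2 rose, 3 fell and 4 did not pass over all genes, while 9 of 9 passed when adjusted over the list alone. As these genes were chosen on the same embryos, neither count is independent evidence, and the same holds for the list's adjusted p of 0.00208 (adjusted p = 0.0738 with an estimated correlation). Fgf8 and Tbx15 were among those that fell, and Pknox2 and Tfap2b, an AP-2 factor, rose, Tfap2b from 12.9 ± 2.86 to 32.6 ± 12.9 CPM (adjusted p = 0.0192). Fgf10, the mesenchymal ligand of limb initiation, was at 34.5 ± 5.10 CPM in WT and 23.3 ± 5.04 CPM in KO (log2 FC -0.57, adjusted p = 0.0828). The log2 FC was -0.45 for Lef1 (adjusted p = 0.0918), -1.54 for Alx1 (adjusted p = 0.103) and -1.14 for Shox2 (adjusted p = 0.0892). Shox2 passed without WT 4 (adjusted p = 0.00374), Alx1 without KO S_258 (0.0407), Lef1 without KO 4 (0.0117) and Fgf10 without KO 4 (0.0364) or without WT 3, while Tfap2b lost its call without WT S_252 (0.0680) and without WT S_254.

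Markers of other tissues differed in direction. Chondrogenic genes passed the list test as higher, 2 of 9 members rising (Sox5 1.64-fold, Col11a1 1.54-fold) and all 9 above 0, with an adjusted p of 5.96e-05 (adjusted p = 0.0738 with an estimated correlation). Neural crest markers passed as higher, 3 of 8 members rising (Fabp7, Gfra3 and Tfap2b), with a median log2 FC of 0.65 and an adjusted p of 0.00153 (adjusted p = 0.123 with an estimated correlation). Their median was 0.613 with quantile normalization, 0.616 with the GC and length correction and 0.19 with median ratio scaling. The filter was applied again after scaling, and Fabp7 lay at its limit (1.01 CPM in KO S_284). The 0.19 can thus come from a member leaving the list, and does not show that the rise depends on scaling. The list median was 0.77 in the Ovation set and 0.14 in the NEBNext set (adjusted p = 0.168). Fabp7 and Gfra3 were low in both groups (Fabp7 at 1.31 CPM and Gfra3 at 2.88 CPM in KO), and Tfap2b is also a limb mesenchyme gene. Neuronal markers had a median log2 FC of -0.66, with 0 of 6 called and an adjusted p of 0.00487 (adjusted p = 0.0738 with an estimated correlation). Only 6 of 16 members were measured, most of them low (Tubb3 at 0.229 to 1.71 CPM, Pou4f1 at 0.268 to 3.20 CPM). None was left with a filter of 5 CPM, so the list could not be tested there. Intermediate mesoderm markers passed as higher, 2 of 9 members rising (Gata3 1.93-fold, Tcf21 2.40-fold), with an adjusted p of 0.0335. This pass was lost in 7 of 11 fits without 1 library (up to 0.117), with a pseudocount of 0.1 (0.0536), with a filter of 5 CPM (0.615), with litter 1 alone in the Ovation set (0.211), with fry (0.232) and with an estimated correlation (adjusted p = 0.402). Somite (0 of 9, adjusted p = 0.851), endothelial (0 of 17, adjusted p = 0.812), erythroid (0 of 16, adjusted p = 0.628), endoderm (0 of 8, adjusted p = 0.967), flank (0 of 7, adjusted p = 0.851), cell cycle (0 of 24, adjusted p = 0.620), p53 (0 of 21, adjusted p = 0.967) and housekeeping lists (0 of 15, adjusted p = 0.231) did not pass. Muscle precursor markers did not pass either (1 of 7 rose, adjusted p = 0.194). Without KO 3 the muscle precursor list passed (0.0478), and the erythroid list passed as higher without WT S_254 (0.0398), without KO S_284 (0.0457) and with litter 1 alone in the Ovation set (0.0440). Leaving out 1 library took the calls of Sox5 (2 of 11 fits, up to 0.0783 without WT S_252), Col11a1 (8, up to 0.0888), Fabp7 (2, up to 0.0641 without KO 2), Gfra3 (9, up to 0.105), Gata3 (4, up to 0.0785) and Tcf21 (9, up to 0.125).

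**Figure D2:**
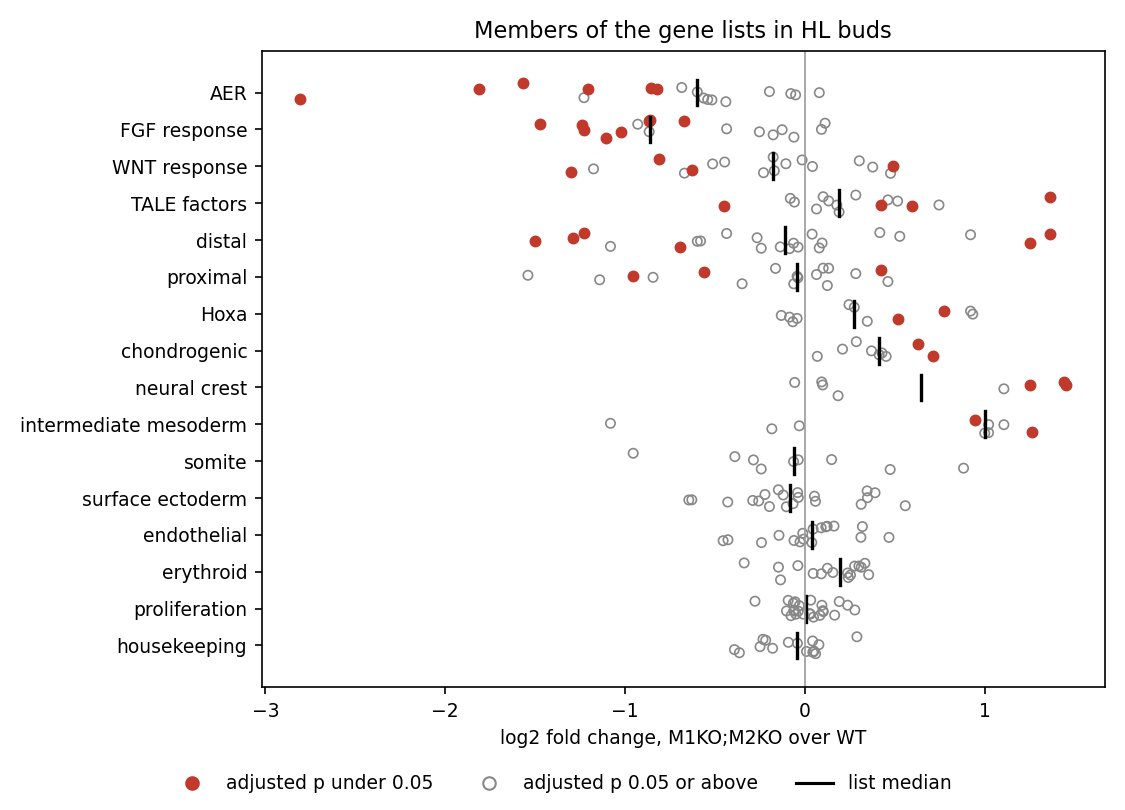
Fitted log2 FC of M1KO;M2KO over WT (horizontal axis) of each measured member of 16 gene lists, with filled points for members at an adjusted p under 0.05, open points for the others and a bar for the list median. The medians are -0.60 for the AER list and -0.86 for the FGF response list, and -0.08 for surface ectoderm markers.

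The comparison was repeated within each library set, as preparation differed. In the Ovation set 150 genes changed, 79 higher and 71 lower, and 64 of them were also changed in the full comparison. In the NEBNext set 3 genes fell and none rose, with 1562 at an unadjusted p under 0.05. These were Daam2, a formin of WNT signalling (log2 FC -1.31, adjusted p = 0.0201), and the pseudogenes Rpsa-ps10 (log2 FC -3.87, adjusted p = 0.0369) and Rpl27-ps3 (log2 FC -5.79, adjusted p = 0.000237). All 272 genes of the full comparison had the same direction in both sets, which their selection on all libraries favours, with median sizes of 0.74 and 0.73 on the log2 scale. AER genes had a median log2 FC of -0.80 in the Ovation set and -0.54 in the NEBNext set, and FGF response genes -0.64 and -0.99. In 6 other lists the medians were 1.13 and 0.12 for Hedgehog-activated genes, 1.31 and 0.14 for intermediate mesoderm markers, 1.02 and -0.35 for muscle precursor markers, 0.33 and -0.10 for posterior genes, 0.29 and -0.12 for Hoxd genes and 0.17 and -0.27 for endothelial markers, and none of these differences between sets passed (adjusted p = 0.0521 each, and with an estimated correlation 0.876 for posterior genes and 0.754 for the others). Somite markers had 0.58 and -0.90 (adjusted p = 0.00160 for the difference, and adjusted p = 0.754 with an estimated correlation). In the Ovation set alone the posterior (adjusted p = 0.00197), Hoxd (0.0271), muscle precursor (0.00334) and somite lists (0.00334) passed as higher, and in the NEBNext set alone the somite list passed as lower (0.0226). Of the lists that passed in all libraries, distal and BMP genes did not pass in the Ovation set alone (both 0.238). In the NEBNext set alone this held for Hoxa (0.345), Hoxc (0.123), WNT response (0.108), TALE (0.0680), Hedgehog-activated (0.551), neuronal (0.0633), neural crest (0.168) and intermediate mesoderm lists (0.789). No gene differed between the sets in limma's interaction test (lowest adjusted p 0.0741), with 1694 at an unadjusted p under 0.05. In the Ovation set sex and genotype coincide, and its count without 1 library was 22 without WT S_252, 23 without WT S_254, 60 without KO S_258, 389 without KO S_280 and 33 without KO S_284. In the NEBNext set it was 6 without WT 1, 45 without WT 4, 5 without KO 3 and 49 without KO 4, and 46 genes differed between the sets without KO S_280.

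**Figure D3:**
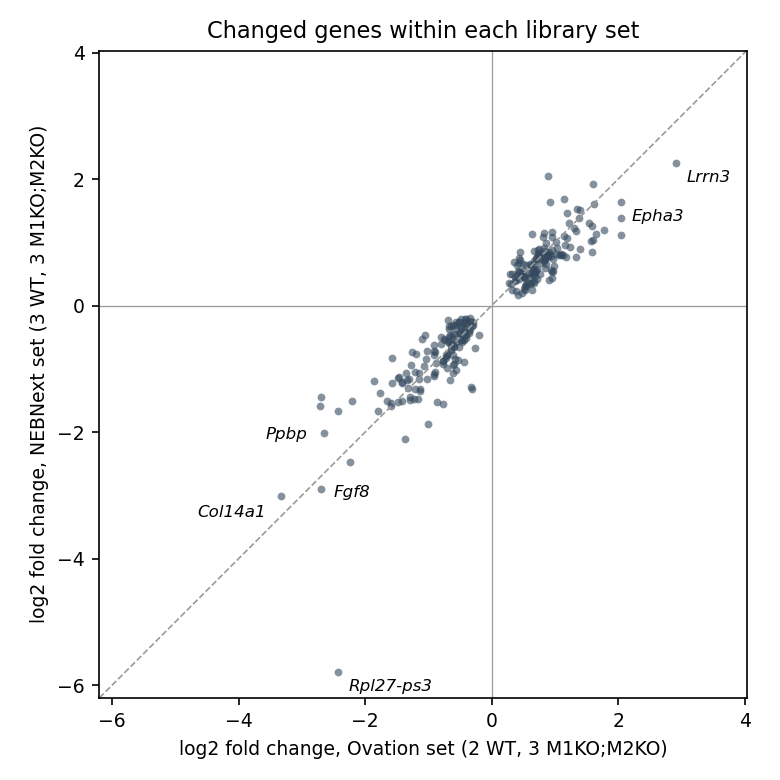
Fitted log2 FC of M1KO;M2KO over WT of the 272 changed genes in the Ovation set (horizontal axis, 2 WT and 3 KO) and in the NEBNext set (vertical axis, 3 WT and 3 KO), with 1 point per gene and equal values on the dashed line. Every point lies in the lower left or upper right part of the plot, a pattern favoured by the choice of these genes on all libraries.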

Values the study reported

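The study analysed 13,720 genes expressed in its HL samples. At an adjusted p below 0.005 it counted 196 genes lower and 242 genes higher in M1KO;M2KO embryos. The fold changes it gave for lower genes were −19,1 for Fgf8, −1,5 for Fgf10, −1,4 for Lef1, −2,9 for Alx1, −2,2 for Shox2 and −1,9 for Tbx15. For higher genes it gave 1,9 for Tfap2b and 2,6 for Pknox2. Beside these sequencing values, the paper stained transcripts by in situ hybridization in M1KO;M2KO HL buds. There it found Fgf8 lost or very weak, Fgf10 lost or strongly reduced in most, and Lef1 lost.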

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

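The GC and length test below was chosen after its result had been seen, as were the patterns weighed here and the demand that a verdict also hold beyond the spread between libraries. Among 140 groups of libraries examined, 9 held a library far from the others, where chance alone gives about 7, or 1 in 20. Alx1 was at 0.472 CPM in KO S_258, against 2.67 to 5.46 in the other KO libraries. Shox2 was at 9.89 CPM in WT 4, against 32.1 to 40.4 in the other WT libraries. Foxc1 was at 5.32 CPM in KO 3, against 16.2 to 27.0 in the other KO libraries. Esr1 was at 0.104 CPM in WT 3, against 0.646 to 0.836. The pseudogene Rpl27-ps3 was at 13.02 CPM in KO S_280, against 0.164 to 0.608. Srms was at 0.743 CPM in KO S_284, against 0.239 to 0.378. Dlx5 was at 2.68 CPM in WT S_252, against 4.58 to 5.13. Col11a1 was at 35.4 CPM in WT 4, against 25.4 to 27.7. Slc2a1, a glucose transporter, was at 107 CPM in KO S_258, against 80.3 to 89.0.

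Rpsa-ps10 differed between the library sets by -4.30 on the log2 scale, with a limma interaction adjusted p of 0.00145 over the 67 genes named here and 0.0741 over all genes. It was named because of its call in the NEBNext set, so the first value is not independent evidence, and it is annotated as a pseudogene, for which the assignment of reads was not examined.

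Somite markers had a median log2 FC of 0.58 in the Ovation set and -0.90 in the NEBNext set, a difference of -1.47 with a camera adjusted p of 0.00160 (adjusted p = 0.754 with an estimated correlation), and intermediate mesoderm markers had 1.31 and 0.14. A GC content or length trend is argued against as the whole cause, since the median difference between the sets over the 18 markers was 1.49 before and 1.39 after its removal. Varying amounts of adjacent trunk tissue could not be excluded or shown: within groups and sets, the scores of both lists had a Pearson r of 0.278 over 11 libraries (exact permutation p = 0.671) and a Spearman rho of 0.173 (exact permutation p = 0.803). Without the 2 libraries farthest on the somite score alone, WT 4 and KO 4, r was 0.331. KO 3, with the largest intermediate mesoderm deviation (-0.914), was kept there, so whether r depends on KO 3 was not tested. Embryo sex also stays open: the male minus female difference in the NEBNext set had a median of 0.10 against 1.21 between genotypes in the Ovation set, a ratio of 0.0848 that met the bound set beforehand when genes were resampled (-0.59 to 0.39), but the markers move together within a library, and across the 6 libraries the interval of the difference ran from -1.65 to 1.59. Of the 9 measured somite markers 1 is held by another list, as are 3 of the 9 intermediate mesoderm markers, and the most abundant were Meox1 (21.8 CPM in WT, 18.2 in KO) and Lhx9 (93.6 and 44.3), so a difference in the mesenchyme itself remains untested.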

How the results depend on the processing

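The sex term, the GC and length correction and the joint setting of group alone at an adjusted p of 0.005 were chosen after seeing the data. The 272 changed genes became 102 (40 higher, 62 lower) with litter 1 alone in the Ovation set, where fewer samples remain, and 15 at an adjusted p of 0.005, a stricter threshold, or 68 there with group alone. Without 1 library the count ran from 106 to 337, in the Ovation set from 22 to 389 (main value 150), in the NEBNext set from 2 to 49 (3) and for the difference between sets from 0 to 46 (0). That last count was 4 without WT S_254, 2 without WT 1, and 1 without WT 3, KO 2 or KO 3. The lists passing fell from 15 to 1 with an estimated correlation and to 8 in the NEBNext set alone, and fry, which asks a different question, passed 11. With blocks of replicate numbers, which the values do not bear out as pairs (correlation of deviations 0.20 for WT 3 with KO 3 and -0.04 for WT 4 with KO 4), the count was 290, of which 232 were shared, and 13 in the NEBNext set. The other settings gave 183 to 402 genes, the lowest with a fold of at least 1.5, then 184 without a trend and 189 with the sex term (180 shared), and the highest with group alone. Of 52 changed genes taken by the rule or by a small count, all kept their direction in each of up to 25 alternatives, while 19 kept their call in every one. The estimate for Fgf8 ran from 5.02-fold lower with a pseudocount of 1 to 11.5-fold lower with 0.1, since its KO level lies near the pseudocount. The log2 FC of Meis2 crossed 0, running from -0.06 to 0.15. Causes other than those named were not tested, and the unknown read depth limits statements on genes near 1 CPM.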

Other observations

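Both tests on the ridge genes and the erythroid test were chosen after the results were seen, as were these patterns and the demand that a verdict also hold beyond the spread between libraries. Hypoxia and glycolysis genes, which the main account leaves aside, had lower values as a list, with a median log2 FC of -0.22, 18 of 20 members below 0, none called, and a limma camera adjusted p of 5.96e-05 (adjusted p = 0.355 with an estimated correlation, and 0.232 with fry). Eno1, a glycolytic enzyme, was at 1170 CPM in WT and 823 in KO (adjusted p = 0.0773, and 0.0236 without KO S_280). In the heparan sulfate list (adjusted p = 0.451) Sulf1 rose and Ext1, a chain polymerase, fell 1.23-fold, a call lost in 9 of 11 fits without 1 library (adjusted p up to 0.119 without WT S_252). In the retinoic acid list (adjusted p = 0.779) Cyp26b1 and Crabp1, a retinoic acid-binding protein, fell, Crabp1 by 1.42-fold, a call lost in 5 of 11 such fits (up to 0.0860 without WT S_254). In the Eph and ephrin list (adjusted p = 0.620) Epha3 rose, 1 of 19, and in the stress list (adjusted p = 0.311) Jun rose 1.87-fold, 1 of 11. The blood cell list (adjusted p = 0.339) held 1 changed gene of 11, Pf4. In 4 lists that did not pass (anterior, Hoxd, retinoic acid and p53) the median or mean differed in sign from the test.

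Ridge genes fell in M1KO;M2KO buds, with a median log2 FC of -0.60. Fewer ectoderm cells as the whole cause would lower surface ectoderm markers as far as the ridge genes. The 19 markers outside the ridge list had a median log2 FC of -0.0653 (interval over genes -0.22 to 0.06). Across libraries their score differed from the ridge score by 0.77 (0.32 to 1.21). This argues against that cause only so far as the markers track ectoderm. Krt8 and Krt18, among these markers, were highest in WT 3, KO S_258 and KO 3, as was Afp of the endoderm list. The genotype difference of the ectoderm score alone had an interval of -0.47 to 0.38 across libraries, so some loss of ectoderm stays open. Of the 20 ectoderm markers 4 are held by other lists, and Trp63 was the most abundant, at 71.1 CPM in WT and 62.7 in KO. Younger KO embryos are not what the labels show, with a somite midpoint of 31.5 in KO and 31.25 in WT embryos of the Ovation set and 1 label for all NEBNext embryos, but a difference of 0.25 somites lies within the spread (SD 0.894), so that stage stays open. A change in ridge cells or in their gene expression, which the genotype could bring, was not tested apart.

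Pf4 and Ppbp, chemokines of platelets and megakaryocytes, fell 4.01-fold and 4.92-fold, and Thbs1, named after its value was seen, fell 1.97-fold. The paper mentions hematopoietic defects in Meis1 mutants and attributes the later death of M1KO;M2KO embryos to such defects. Whether these affected platelets in the sampled buds was not tested here. A lower platelet or megakaryocyte content is a candidate explanation that stays open: 17 further platelet genes had a median log2 FC of -0.62, 12 of them below 0, which met the level set beforehand. But the interval of this median over resampled genes ran from -0.79 to 0.02, and some of the genes are also endothelial. Their mean score per library, a different measure, had an exact permutation p of 0.125. That score was highest in WT 1 (3.233) and WT S_254 (2.779), while the other WT libraries (1.985 to 2.189) lay within the KO range (1.828 to 2.455). Fewer blood cells of every kind could not be excluded either, since the erythroid median was 0.20, with Hbb-y at 2888 CPM in WT and 3389 in KO, but the interval between libraries ran from -1.52 to 1.78. Of the 19 platelet genes 2 are held by another list, and the most abundant was Thbs1, at 38.1 CPM in WT and 18.6 in KO. The calls were lost without WT S_254 for Pf4 (adjusted p = 0.0633) and in 7 of 11 fits for Thbs1 (up to 0.127 without WT S_254).

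Of 100 splits of the 11 libraries drawn from 462, only the real one gave 272 genes or more, and the highest other gave 35. That share of 1 in 100 is the lowest this draw could give, and argues against chance for this count without excluding it. The other splits ignored the library sets and mixed KO with WT libraries, and the batch correction may have favoured the real split. For the 15 lists that passed, 5 of 100 splits gave as many, the highest other 17, so that chance is not excluded. Most other splits passed some lists too, and the split with 17 lists had 0 changed genes. A pass at the preset correlation alone is therefore weak evidence for a list. Within the NEBNext set 3 of the 10 splits gave 3 genes or more, the highest other 8, and the splits are too few for a share under 0.05.

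Fgf8 was 6.99-fold lower in M1KO;M2KO buds here, and 11.5-fold lower with a pseudocount of 0.1. Both are smaller decreases than the value quoted from the study above. At an adjusted p of 0.005, 7 genes were higher and 8 lower here, and 32 and 36 without the set term. Both are fewer than the counts quoted from the study above, whose methods also name the less strict threshold used for the main count here. At that less strict threshold the count here was 272 with the set term and 402 without it (197 higher and 205 lower). The latter lies nearer to the study's counts, at an unlike stated threshold.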
